# The CCHamide 1 receptor modulates sensory perception and olfactory behavior in starved *Drosophila*

**DOI:** 10.1038/srep02765

**Published:** 2013-09-26

**Authors:** Abu Farhan, Jyotasana Gulati, Ewald Groβe-Wilde, Heiko Vogel, Bill S. Hansson, Markus Knaden

## Abstract

The olfactory response of the vinegar fly *Drosophila melanogaster* to food odor is modulated by starvation. Here we show that this modulation is not restricted to food odors and their detecting sensory neurons but rather increases the behavioral response to odors as different as food odors, repellents and pheromones. The increased behavioral responsiveness is paralleled by an increased physiological sensitivity of sensory neurons regardless whether they express olfactory or ionotropic receptors and regardless whether they are housed in basiconic, coeloconic, or trichoid sensilla. Silencing several genes that become up-regulated under starvation confirmed the involvement of the short neuropeptide f receptor in the starvation effect. In addition it revealed that the CCHamide-1 receptor is another important factor governing starvation-induced olfactory modifications.

Modulation and plasticity are key features of all organisms for adapting to e.g. a changing environment, stress, and food availability. Examples are blood-feeding insects, which after a blood meal switch their olfactory preference from host odors to odors specific for oviposition sites^1^,^2^,^3^. Accompanying this behavioral switch, receptors sensitive to lactic acid, a host-attractant substance, become desensitized^1^, while receptors sensitive to odors specific for oviposition sites become more sensitive^1^. Similarly in the African cotton leaf worm *Spodoptera littoralis*, the sensitivity of sensory neurons detecting feeding-related flower odors is down regulated upon mating, while the sensitivity of neurons detecting oviposition-related green leaf odors is up regulated^4^. We used the olfactory circuit of a well-established model, *Drosophila*^5^,^6^,^7^,^8^, to investigate whether feeding status modulates the flies' physiological and behavioral responses to odors. The main peripheral part of the olfactory circuit of *Drosophila* is housed in sensilla on the third antennal segment, where volatiles are detected via ca. 1200 olfactory sensory neurons (OSN). The OSNs are equipped with one of 62 olfactory receptor types and are found in stereotyped combinations of one-to-four OSNs in three morphological types of sensilla^8^. Root and coworkers showed that starvation increases the behavioral response and physiological sensitivity of *Drosophila* to the attractive food blend of apple cider and that this starvation-induced modulation is mainly governed by increased expression of the sNPF receptor in OSNs expressing the olfactory receptor OR42b^9^. Here, we illustrate that the starvation effect is neither restricted to these OSNs nor to food odors. It rather occurs in different OSN types, which express different olfactory receptors or even an ionotropic receptor. We furthermore confirm the role of the short neuropeptide f receptor (sNPF) and additionally establish the role of the CCHamide-1 receptor (CCHamide1r) in governing the starvation-induced modulation of fly olfactory responses.

Starvation affects the behavior towards stimuli as distinct as food odorants, repellents and a pheromone. Hence, starved flies found to be tuned not only to locate potential food sources from long distance, but also to evaluate the food quality and the presence of conspecifics efficiently.

## Results

### Starvation-induced changes in behavior

We tested female flies in a T-maze paradigm (Fig. 1A) with the food odorants ethyl acetate and phenyl acetaldehyde. The odorants were attractive to fed flies only at medium concentrations and became repellent at high concentrations. However, starved flies were more strongly attracted than fed flies to all concentrations and were not repelled by high concentrations (Fig. 1B + C). We found an increased behavioral response to ethyl acetate already after few hours of starvation, but the effect increased with prolonged starvation time (Fig. S1). Contrary to these two odorants, 2,3-butanedione, another food-related odor, attracted fed flies in low as well as in high concentrations. However, again starved flies were significantly more attracted to all concentrations tested (Fig. 1D).

In order to test whether this increased behavioral responsiveness of starved flies was restricted to food odors only, we repeated the experiments with benzaldehyde, a well known repellent for *Drosophila*^10^,^11^. The fed flies did not respond to this odorant at low concentrations, while the starved flies became attracted to it. However, at high concentrations benzaldehyde repelled both starved and fed flies (Fig. 1E). Finally we tested cis-vaccenyl acetate (*c*VA), a pheromone that is involved in aggregation^12^, aggression^13^, and mating behavior^14^. While *c*VA was neutral to fed flies at all concentrations, it was attractive to starved flies at high concentrations (Fig. 1F). Since *c*VA regulates aggression and mating in male *Drosophila*, we additionally tested males. Like females, males became attracted to *c*VA only when they were starved before (Fig. 1F). To sum up, regardless which odors we tested we found an increased responsiveness in starved flies. Future studies will reveal whether this increased responsiveness of starved flies can also be observed towards odors that are sensed by sensory neurons expressing only one specific receptor type and are further processed via labeled lines like described for CO_2_^15^,^16^ and geosmin^17^.

### Starvation-induced changes in peripheral olfactory sensitivity

We next asked whether the increased behavioral responsiveness observed in starved flies comes along with a change in physiological sensitivity. We performed single sensillum recordings (Fig. 2A) from OSNs expressing the main target receptors of the same set of odors that was used in the behavioral experiments. All odors evoked stronger physiological responses in starved flies with the effects being most pronounced at low odor concentrations (Fig. 2B–F). In addition to increased spike rates after stimulation, we found increased spontaneous firing rates (Fig. 3A and B) and reduced response latencies in starved flies (Fig. 3C and Fig. S2). Again, the starvation effect was found not restricted to the detection of food odors (ethyl acetate and 2,3-butanedione both mainly targeting Or59b in the basiconic sensilla ab2, and phenyl acetaldehyde mainly targeting Ir84a in the coeloconic sensilla ac4, Fig. 2B–D). It also occurred in OSNs detecting non-food odors like benzaldehyde (Or7a in the basiconic sensilla ab4, Fig. 2E) and the pheromone *c*VA (Or67d in the trichoid sensilla at1, Fig. 2F). Therefore starvation affected all sensillum types and both receptor types – olfactory receptors (OR) as well as ionotropic receptors (IR). It should be pointed out here, that changes in the peripheral sensitivity might not necessarily be sufficient to explain the observed behavioral changes. It might well be, but was not the subject of this study, that also higher-order neurons involved in further processing the olfactory information and – hence – in governing the olfactory response might be affected as well.

Interestingly, when starved flies were exposed to sucrose, the starvation effect was abolished and one hour after feeding, both the behavior of the flies (Fig. 1B and F) and their sensitivity (Fig. 2B and F) resembled that of fed flies.

### Genes involved in the starvation effect

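Gene expression was measured on one-colour Agilent arrays, on which copies of an RNA extract labelled with cyanine 3 bind to DNA probes and the brightness of each spot is read. RNA was extracted 4 times from starved and 4 times from fed female flies, each time from 100 antennae and from 50 brains, and each extract was hybridized to 1 of 16 arrays. The paper's methods give 28 h of starvation from an age of 4 days, beside fed flies kept with 3% sucrose. The sample labels give 28 h for the starved flies, 0 h for the fed flies and an age of 5 to 7 days for all. Each array held 45020 spots, of which 1417 were controls, and the others measured 32162 probes. Of the probes, 20632 (64.2%) were matched to 13081 genes through the gene numbers, accessions and names in the files and the gene names of Release 6 of the fly genome, and the others kept the name in the files. The authors deposited the signal of each spot from the Feature Extraction software, with the background subtracted and without scaling between arrays. Here the log2 of the signal was taken relative to the 75th percentile of its array, as in the paper's methods, and the spots of 1 probe were averaged. The baseline transformation that the methods add leaves differences between groups as they are.

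The 75th percentile of the signal was 664 ± 42.5 (SD, n = 4) on the antennal arrays labelled starved and 773 ± 175 (SD, n = 4) on those labelled fed, a difference within the spread (exact permutation test, two-sided, p = 0.229). On the brain arrays it was 923 ± 87.5 (SD, n = 4) and 809 ± 84.8 (SD, n = 4), again within the spread (same exact test, p = 0.143). The median signal was lower on all 4 antennal arrays labelled starved, with 72.2 ± 3.70 against 97.7 ± 26.0 (SD, n = 4 each, exact permutation p = 0.0286), and in brain it was 103 ± 9.29 and 105 ± 14.9 (SD, n = 4 each, exact permutation p = 0.886). Fewer spots were well above background on the arrays labelled starved than on those labelled fed. Their share was 66.4 ± 0.902% against 69.1 ± 1.29% in antennae and 68.9 ± 1.71% against 72.2 ± 1.17% in brain (SD, n = 4 each, exact permutation p = 0.0286 in both tissues, which is the smallest p that 4 arrays against 4 allow). No spot was saturated. Arrays of 1 group correlated with r from 0.978 to 0.997 over the log2 signals of the probes well above background on all 4 of them. The 4 slides each held 1 array of every group, with each group at the same position on all of them, and were scanned on 1 day. A probe was tested in a tissue where it was well above background on all 4 arrays of at least 1 group, which left 20587 probes in antennae and 21838 in brain. Starved and fed were compared within each tissue with limma and Benjamini-Hochberg adjustment over the probes, at a false discovery rate of 0.05, and a gene was reported by its brightest tested probe with its other probes beside it. With 4 arrays per group, the number of arrays limits the precision of every value. Pepck1 (CG17725), a gene commonly raised by food deprivation that was chosen after its values were seen, was lower in all 4 arrays labelled starved than in all 4 labelled fed. Its log2 change was −2.97 in antennae (SE 0.25, adjusted p = 0.000602) and −3.13 in brain (SE 0.33, adjusted p = 0.000963). Of 11 genes listed for starvation, Pepck1 included, 1 was called higher and 5 lower in antennae, and 2 higher and 6 lower in brain. The 1 higher in antennae was sug, with a log2 change of 1.65 (adjusted p = 0.00213), also named after its values were seen. No direction was set for the members of this list, so the rise of sug does not decide whether the labels are right. Directions are therefore given as the arrays are labelled.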

To investigate the molecular basis of the starvation process, we compared gene expression at the level of the antenna and the brain for fed and starved flies. After 28 hours of starvation, the expression of 209 genes in the antennae and of 999 genes in the brain was up regulated, while the expression of 47 genes in the antennae and 372 genes in the brain was down regulated (Table S1, FDR = 0.05). 

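In antennae, 1810 genes were higher and 3182 lower in the arrays labelled starved, among 14897 genes and unmatched transcripts tested, and 99 more had probes called in both directions. In brain, 1991 genes were higher and 4065 lower among 15824 tested, and 93 had probes called both ways. Most of these changes were small. The called probes had a median log2 change of 0.36 where they rose and −0.56 where they fell in antennae, and of 0.48 and −0.70 in brain. A change of at least 2-fold was reached by 41 of the genes that were higher and 543 of those that were lower in antennae, and by 315 and 1242 in brain. For 31.9% of the probes tested in antennae and 32.6% in brain the arrays labelled starved did not overlap those labelled fed, against 2.86% by chance. The t-test of the paper's methods, after the same adjustment, gave 1629 genes higher and 2328 lower in antennae and 1770 and 3185 in brain. At the same threshold without adjustment it gave 2825 and 3858 in antennae and 2727 and 4810 in brain. Among the other scalings and background corrections, the counts in antennae moved most when each array was centred on its median in place of the 75th percentile, which gave 5528 genes higher and 1451 lower. In brain that centring gave 2850 and 2262.

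The genes named here had the largest changes among probes measured on all 8 arrays of a tissue whose groups did not overlap. That choice fixes the exact permutation p at 0.0286 for each, two-sided, so this p adds no support. In antennae Srg1 (CG13641) rose most, with −0.87 ± 0.12 on the arrays labelled starved against −4.08 ± 0.60 on those labelled fed (mean ± SD of 4 arrays, log2 relative to the 75th percentile). This is a log2 change of 3.21 (SE 0.26, adjusted p = 0.000551). BT023614, CG10560, Cyp6a8 and TC203931 followed with log2 changes of 2.21, 2.09, 1.95 and 1.85, of which that of BT023614 kept its call in 6 of 8 fits that left out 1 array. The largest decreases in antennae were those of CG18179 (−6.14), betaTry (−5.95), Jon65Aiii (−5.09) and CG30031, whose means were −2.53 on the arrays labelled starved and 2.48 on those labelled fed. Their adjusted p-values lay between 0.0281 and 0.0485, and the levels of betaTry ranged from −2.75 to 5.42 over the arrays labelled fed. Leaving out single arrays removed the call of CG18179 in 4 of 8 fits and left it in only 2 of 8 for each of the other three, and the other probe of CG30031 was not called. Hsp70Ba decreased by 3.43 (SE 0.39, adjusted p = 0.00126) and kept its call under every alternative tried. In brain Srg1 again rose most, with a log2 change of 3.54 (SE 0.17, adjusted p = 0.000118), ahead of TotC (3.43), CG32523 (3.31), CG7227 (3.10) and Obp99b (2.96). The largest decreases in brain were those of CG41120 (−7.01), Desi (CG14686, −6.88), CG9114 (−6.16), Ack (−5.51) and TC213039 (−5.36), with adjusted p-values from 0.000645 to 0.00115. The other probe of Ack was not called. Of the 47 brain probes that were at least 16-fold lower, 40 ranked the 4 arrays labelled fed in the same order, as did 17 of the 57 that were at least 4-fold higher and 10.3% of those not called.

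**Figure D1:**
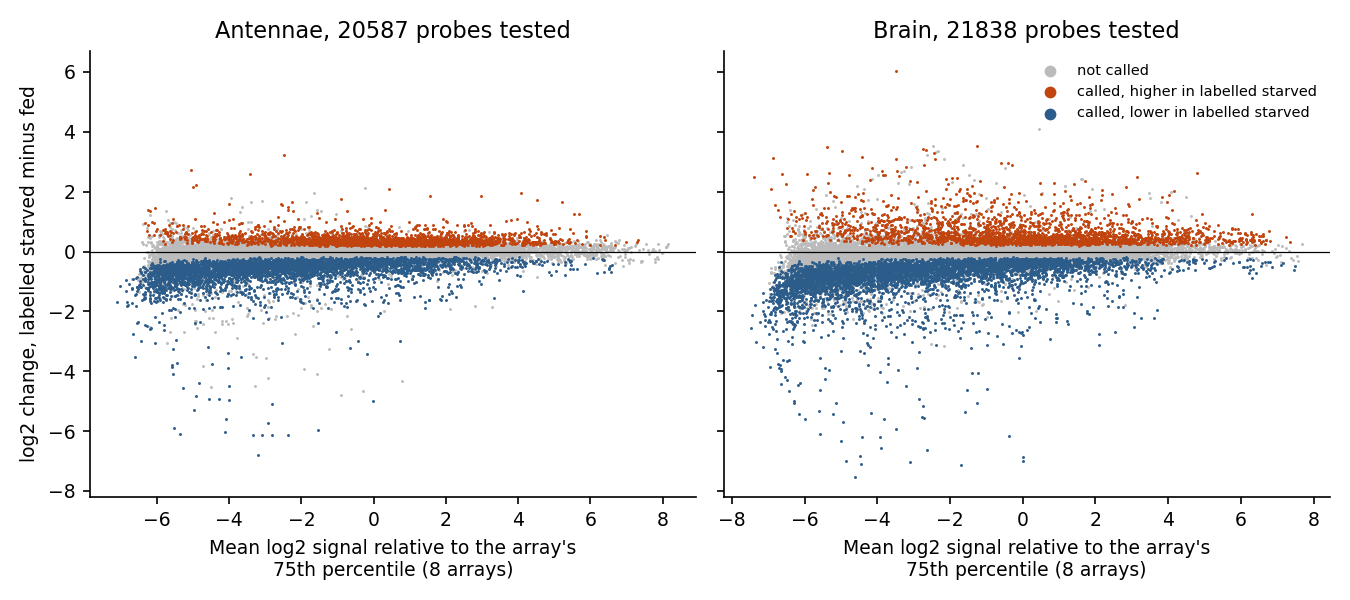
Log2 change (arrays labelled starved minus arrays labelled fed) of each tested probe against its mean log2 signal over 8 arrays, relative to the 75th percentile, in antennae (left) and brain (right). Orange points were called higher, blue points lower and grey points not called, and the steepest decreases lie in the brain.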

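The precursor of short neuropeptide F is encoded by sNPF (CG13968). In antennae its brightest probe was at 1.19 ± 0.07 (SD, n = 4) on the arrays labelled starved and at 1.25 ± 0.10 (SD, n = 4) on those labelled fed, in log2 units relative to the 75th percentile. The difference of −0.06 (SE 0.07, adjusted p = 0.533 from limma) is within the spread, and 1 array labelled fed, replicate 2, lay apart below the other three. The exact permutation test over the 8 arrays, two-sided, gave p = 0.286. For sNPF in antennae, centring each array on its median turned the direction, to 0.15 (adjusted p = 0.203). The dimmer probe of the gene changed by −0.51 (SE 0.16, adjusted p = 0.0452), but its groups overlapped (exact permutation p = 0.0571).

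Allatostatin A is encoded by AstA (CG13633, named Ast in the files). Its brightest probe was at −3.76 ± 0.48 (SD, n = 4) in the antennae labelled starved and at −1.91 ± 0.58 (SD, n = 4) in those labelled fed. This log2 change of −1.85 (SE 0.32, adjusted p = 0.00544) makes the level labelled fed 3.61 times that labelled starved, and all 4 arrays of one label lay apart from all 4 of the other (exact permutation p = 0.0286). The other probe of AstA changed by −1.45 (SE 0.49), which the adjustment did not pass (adjusted p = 0.0564, exact permutation p = 0.0571). AstA is far more abundant in brain. The antennal arrays labelled starved held 0.503 to 1.02% of its brain level and those labelled fed 1.4 to 3.41%, while 16 other peptide genes of the brain had median shares of 0.370 to 1.05% and 0.532 to 3.38% on the same arrays. With that median share taken off, the AstA levels of the groups no longer differed (exact permutation p = 0.114), and with the lower quartile of the shares taken off they did (exact permutation p = 0.0286). The first test includes the starved array of replicate 3 and the fed array of replicate 1, on which less than 10% of the level was left. Without them the groups lay apart (exact permutation p = 0.1, the smallest that 3 arrays against 3 allow). Brain RNA as the whole cause would leave such small remainders, so leaving these arrays out decides nothing. The levels of the other probe did not differ with either share taken off (exact permutation p = 0.543 and 0.0571). The name allatostatin can also mean AstC (CG14919) or Mip (CG6456). Neither was tested in antennae, where the brightest probe of each was well above background on 1 array labelled starved and 3 labelled fed.

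CCHamide-1 is encoded by CCHa1 (CG14358), which has 3 probes. In brain the brightest was at −0.51 ± 0.14 (SD, n = 4) on the arrays labelled starved and at 1.13 ± 0.64 (SD, n = 4) on those labelled fed, a log2 change of −1.64 (SE 0.29, adjusted p = 0.00513, exact permutation p = 0.0286). The level labelled fed was 3.11 times that labelled starved. The second probe changed by −0.27 (SE 0.08, adjusted p = 0.0300) and the third by −0.13 (SE 0.07, adjusted p = 0.201). Within each array, the brightest probe differed from the mean of the other two by −0.10 ± 0.14 on the arrays labelled starved and by 1.33 ± 0.72 on those labelled fed (SD, n = 4 each, exact permutation p = 0.0286). The brightest probe ranked the arrays labelled fed in the order shared by most of the steepest decreases in brain. Without replicate 1, 2 or 3 of the arrays labelled fed, another probe was the brightest, and the change of CCHa1 in brain became −0.27 (adjusted p = 0.0702), −0.33 (adjusted p = 0.0225) or −0.25 (adjusted p = 0.0795). CCHa2 (CG14375), which encodes the related peptide CCHamide-2, went the other way in brain, from −0.35 ± 0.10 (SD, n = 4) on the arrays labelled fed to 0.22 ± 0.08 (SD, n = 4) on all 4 labelled starved, a log2 change of 0.57 (SE 0.08, adjusted p = 0.00234).

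**Figure D2:**
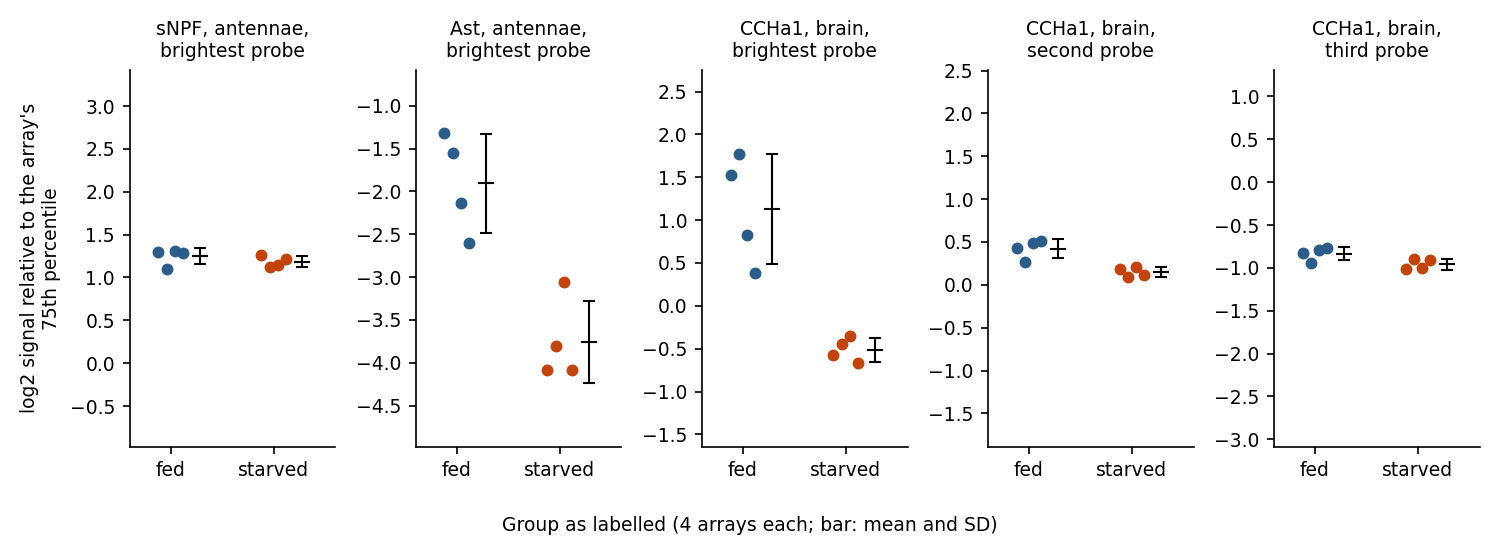
Log2 signal relative to the 75th percentile of sNPF and AstA in antennae (brightest probes) and of the 3 CCHa1 probes in brain, for the arrays labelled fed (left) and starved (right). Points are single arrays, the bars give mean and SD of 4 arrays, and the groups stand apart for AstA and for the brightest 2 CCHa1 probes.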

We found e.g. the expression of the short neuropeptide F 2.3times and that of the neuropeptide allatostatine 3.6times upregulated within the antenna, while the expression of CCHamide was 2.5times upregulated in the brain. We next focused on some of the genes that are known to be involved in the synthesis of these neuropeptides (allatostatine) or of the corresponding neuropeptide receptors (sNPFR1, CCHamide1r and AlstR).

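The receptor of short neuropeptide F, sNPF-R (CG7395, named NPFR76F in the files), was at 0.40 ± 0.03 (SD, n = 4) in the antennae labelled starved and at 0.43 ± 0.14 (SD, n = 4) in those labelled fed. The log2 change of −0.03 (SE 0.08, adjusted p = 0.793, exact permutation p = 0.714) is within the spread, and the other probe changed by −0.01 (adjusted p = 0.935). The sign of this small change turned to 0.18 with the arrays centred on their medians and to 0.01 without the fed array of replicate 4.

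The CCHamide-1 receptor, CCHa1-R (CG30106), did not pass the filter on dim probes in antennae. Its brighter probe was well above background on 3 of 4 arrays with either label, at −6.29 ± 0.20 (SD, n = 4) labelled starved and −6.33 ± 0.51 (SD, n = 4) labelled fed (exact permutation p = 0.800), and its other probe on none. The difference of the brighter probe, 0.04 on the log2 scale, is within the spread. In brain, where it was tested, its log2 change was 0.00 (SE 0.10, adjusted p = 0.990).

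The allatostatin A receptor AlstR (CG2872, now AstA-R1) was at −2.56 ± 0.08 (SD, n = 4) in the antennae labelled starved and −2.58 ± 0.18 (SD, n = 4) in those labelled fed by its brighter probe, a log2 change of 0.02 (SE 0.10, adjusted p = 0.903, exact permutation p = 0.857). Its dimmer probe changed by −0.50 (SE 0.14, adjusted p = 0.0329), with all 4 arrays labelled starved below all 4 labelled fed, of which replicate 1 lay apart from the others. The mean over both probes of AlstR in antennae was −0.24 (adjusted p = 0.135), and leaving out single arrays gave changes of the brighter probe from −0.04 to 0.08. AstA-R2 (CG10001), the other receptor of allatostatin A, was not tested in antennae, where its brighter probe was well above background on 1 array labelled starved and 2 labelled fed. The paper gives the 3 peptides as examples of the genes whose expression changed with starvation, and from there turns to the genes of their synthesis and reception, which it silenced in olfactory neurons.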

We silenced these genes at the level of the OR-expressing OSNs by using UAS-*RNAi* and Orco-Gal4 driver lines. We then tested if the flies still exhibited a starvation-induced increased behavioral responsiveness despite the silenced target genes (Fig. 4A–C). When we tested the behavior of starved flies to ethyl acetate (mainly detected by OR59b) silencing allatostatine, its corresponding receptor, or the sNPF receptor did not affect the starvation effect. Only silencing the CCHamide1 receptor resulted in an abolished starvation effect, suggesting a major role of CCHamide1 or its corresponding receptor in starvation-induced modulation in OR59b-expressing OSNs (Fig. 2A). Although sNPFR1 has been reported to govern the starvation effect (Root et al. 2011), sNPF seems not to be expressed in OR59b^18^. Therefore, we did not expect that the silencing of the sNPF receptor would affect the starvation-induced increased response to an odorant sensed by this neuron. The picture changed when we tested starved flies with cis-vaccenyl acetate (Fig. 2B). This compound is mainly detected by OSNs carrying OR67d, the neurons that have been shown to express sNPF^18^. As expected, silencing the sNPF receptor abolished the starvation-induced increased response to cVA, which confirms the involvement of this receptor in the starvation-induced modulation as shown before^9^. Again silencing the CCHamide1 receptor reduced the starvation effect, emphasizing the important role of this receptor in governing starvation-induced modulation. As expected, silencing the sNPF or the CCHamide1 receptor in OR-expressing OSNs did not affect the flies' responses to phenylacetaldehyde (Fig. 4C), which is mainly detected by OSNs expressing ionotropic receptors^19^. Only when we used CCHamid1r-mutant flies (i.e. flies that lacked the receptor not only in the olfactory but also in the ionotropic receptors), the starvation effect towards the IR-detected odorant phenylacetaldehyde was abolished (Fig. 4C).

## Discussion

*Drosophila melanogaster* uses olfaction to find and evaluate food sources^20^. Starved flies have been shown to be more attracted and more sensitive to the smell of cider vinegar^9^. Root and coworkers showed that the starvation-induced up-regulated neuropeptide receptor sNPFR1 in some of the OSNs activated by vinegar odor is responsible for the increased physiological and behavioral response to this odor.

Our finding that starved flies respond stronger to all tested odorants (Fig. 1) suggests that this starvation-induced modulation of olfaction is not restricted to food odors but is found also in the perception of odors that are significant in other contexts, like the repellent benzaldehyde or the pheromone cis-vaccenyl aldehyde. Following the finding of Root and coworkers that the expression of sNPFR1 is necessary and sufficient to explain the starvation-induced modulation, we expected that the behavioral response towards odorants that are mainly detected by neurons that do not express sNPF should not exhibit any starvation-induced modulation.

However, the behavioral response was up-regulated upon starvation not only for key ligands of the sNPF expressing neuron (cis-vaccenyl aldehyde targeting OR67d), but also for ligands of neurons which do not express sNPF (Carlsson et al. 2010; ethyl acetate and 2,3 butanedione, both targeting OR59b; benzaldehyde targeting OR7a; phenylacetaldehyde targeting IR84a). Hence, starved flies respond stronger to all odorants, regardless whether they are mainly detected by sNPFR1-expressing neurons or not. Therefore, beside the sNPF receptor, additional factors could be involved in the starvation-induced modulation. However most odorants are sensed by neurons expressing different receptor types (e.g. ethyl acetate is one of the main ligands of OR59b but is also detected by OSNs expressing 22a, 43b, and 47a^6^. Therefore, it cannot be ruled out that one of the neuron types activated by ethyl acetate expresses the sNPF receptor and hence, governs the up-regulated behavioral response.

By performing single sensillum recordings with the same set of odorants, that was used for the behavioral experiments, we found that starved flies exhibit an increased physiological response to low concentrated odorants (Fig. 2). Root and coworkers showed that in *Drosophila* the olfactory-driven activity of some OSNs and the corresponding projection neurons increases upon starvation^9^, while Farhadian and coworkers did not find any starvation-induced sensitization when recording from OSN that expressed OR47a^21^. Our data are in accordance with Root and coworkers but are contradictory to those of Farhadian and coworkers. However, one should bear in mind that we found the strongest difference in OSN responses of fed and starved flies when we tested odorants at low concentrations that were by 2–3 orders of magnitude lower than the concentrations used by Farhadian^21^. Therefore, we cannot say whether the conflicting results are caused by the different OSN types both studies recorded from or are due to the starvation effect becoming significant only at very low stimulus concentrations.

Biogenic amines have been shown to regulate a wide range of behavior including foraging^22^, circadian rhythms^23^ and sexual interactions^24^. In *Drosophila* it has been shown that sNPFR is involved in up-regulation of olfactory sensitivity due to starvation^9^. However, only about 25% of the *Drosophila* OSNs seem to express the sNPF receptor^25^. By silencing several genes that are known to be involved in the synthesis of neuropeptides or neuropeptide receptors, we could confirm the involvement of the sNPF receptor (Fig. 4). However, our observations indicate that starvation-induced modulation is not restricted to the OSNs expressing this gene. In addition the CCHamide1 receptor is involved in this modulation also (Figure 4). This explains, why OSNs – regardless whether they express ionotropic or olfactory receptors and regardless in which sensillum type they are housed – become sensitized upon starvation. This rather globally working starvation effect might increase the efficiency of starved flies to localize and evaluate food sources.

## Methods

### Flies

We used flies of the following lines: CantonS, UAS-s-NPFR *RNAi*, UAS-AST *RNAi*, UAS-AST-R *RNAi*, UAS-CCHa1r *RNAi*, Or83b GAL4, Mi{ET1}CCHa1^MB11962^ (Bloomington).

### Fly rearing and maintenance

Flies were maintained at 25°C, 70% relative humidity under 12L:12D in standard food vials (25 mm × 95 mm) containing standard cornmeal. Newly hatched flies (0–12 hrs old) were transferred to an odor-reduced medium^26^ and from now on were kept at 20°C. The flies were transferred to fresh medium every day in order to reduce pre-experimental olfactory experience. At the age of 4 days, female flies were collected and starved for 28 hours in a glass vial containing a moist bed of tissue paper (from now on referred to as “starved flies”). A second group of flies was kept under the same conditions but with access to 3% sucrose (“fed flies”). A third group of flies was starved for 27 hours and had access to 3% sucrose during the subsequent hour (“re-fed flies”).

### T-maze paradigm

Experiments were performed with a T-maze in which flies could enter either a trap that contained an odor or a control trap filled with solvent (Fig. 1A, for a detailed description see^17^). Thirty female flies (unless stated otherwise) were introduced to the maze and their position was scored after 40 minutes. We calculated the olfactory response index (RI) as described in legend of Fig. 1. The index could range from −1 (complete avoidance) to 1 (complete attraction). A value of 0 characterizes no response, i.e. the odor is not detected or is neutral. Each experiment was repeated 12 times and the RIs of starved and fed flies were compared with the Mann-Whitney-U test and tested against 0 (no response) by the Wilcoxon-rank-sum test.

### Single sensillum recordings

We performed single sensillum recordings from basiconic, coeloconic, and trichoid sensilla as described by^7^. Odor stimulation was performed as described by^18^ with slight modifications. A glass tube ended 15 mm from the antenna and supplied humidified air (9 ml/min). Odors were diluted in paraffin oil. In order to avoid cross-contamination, we used disposable pasture pipettes to add the odor stimuli (head space of 10 μl of the diluted odor on filter paper, duration 500 ms, controlled via Syntech CS55). All chemicals used in this study were delivered by Sigma-Aldrich (Stenheim, Germany) with the highest purity available (90–99%). Spike frequencies were analyzed for one second before and after the stimulation onset with the software Auto Spike v 3.2 (Syntech, Hilversum, The Netherlands). The response was calculated as spike frequency after stimulation – spike frequency before stimulation. The identification of different OSNs in a single sensillum was performed by spike sorting, i.e. based on differences in the spike amplitudes.

### RNA extraction and microarray analysis

Both for starved and fed flies RNA extraction was done four times each with 100 Antennae and 50 brains from 50 flies using the Qiagen RNA extraction kit. RNA concentration was measured photometrically with a NanoDrop ND-1000 and RNA quality and integrity was controlled with the Agilent 2100 Bioanalyzer. RNA was labeled with cyanine 3-CTP dye using the Low RNA Input Linear Amplification kit according to manufacturer instructions (Agilent Technologies). Labelled amplified cRNA samples were analyzed on a Nanodrop spectrophotometer using the microarray function and used for microarray hybridization at 65°C for 17 hours. Slides were washed, treated in stabilization and drying solution, scanned with the Agilent Microarray Scanner, and data was extracted with Agilent Feature Extraction software version 9.1. The resulting gene expression profiles were analyzed using GeneSpring GX software (Silicon Genetics, Redwood City, CA). Raw intensities were normalized using the 75th percentile value and log2 and baseline transformed prior statistical analysis. We performed the implemented t-test for comparing two samples at a time and corrected the p-value for multiple testing. The microarray data with each probe name was deposited in the NCBI GEO database (accession number GSE48077).

## Author Contributions

Behavioral experiments were designed and analysed by A.F., B.S.H. and M.K. Behavioral experiments were conducted by A.F. Microarray analysis was conducted and analysed by A.F., J.G., E.G.W. and H.V. Manuscript was written by A.F., B.S.H. and M.K. All authors reviewed the manuscript.

## Supplementary Material

Supplementary Information Supplementary Information

## Figures and Tables

**Figure 1:**
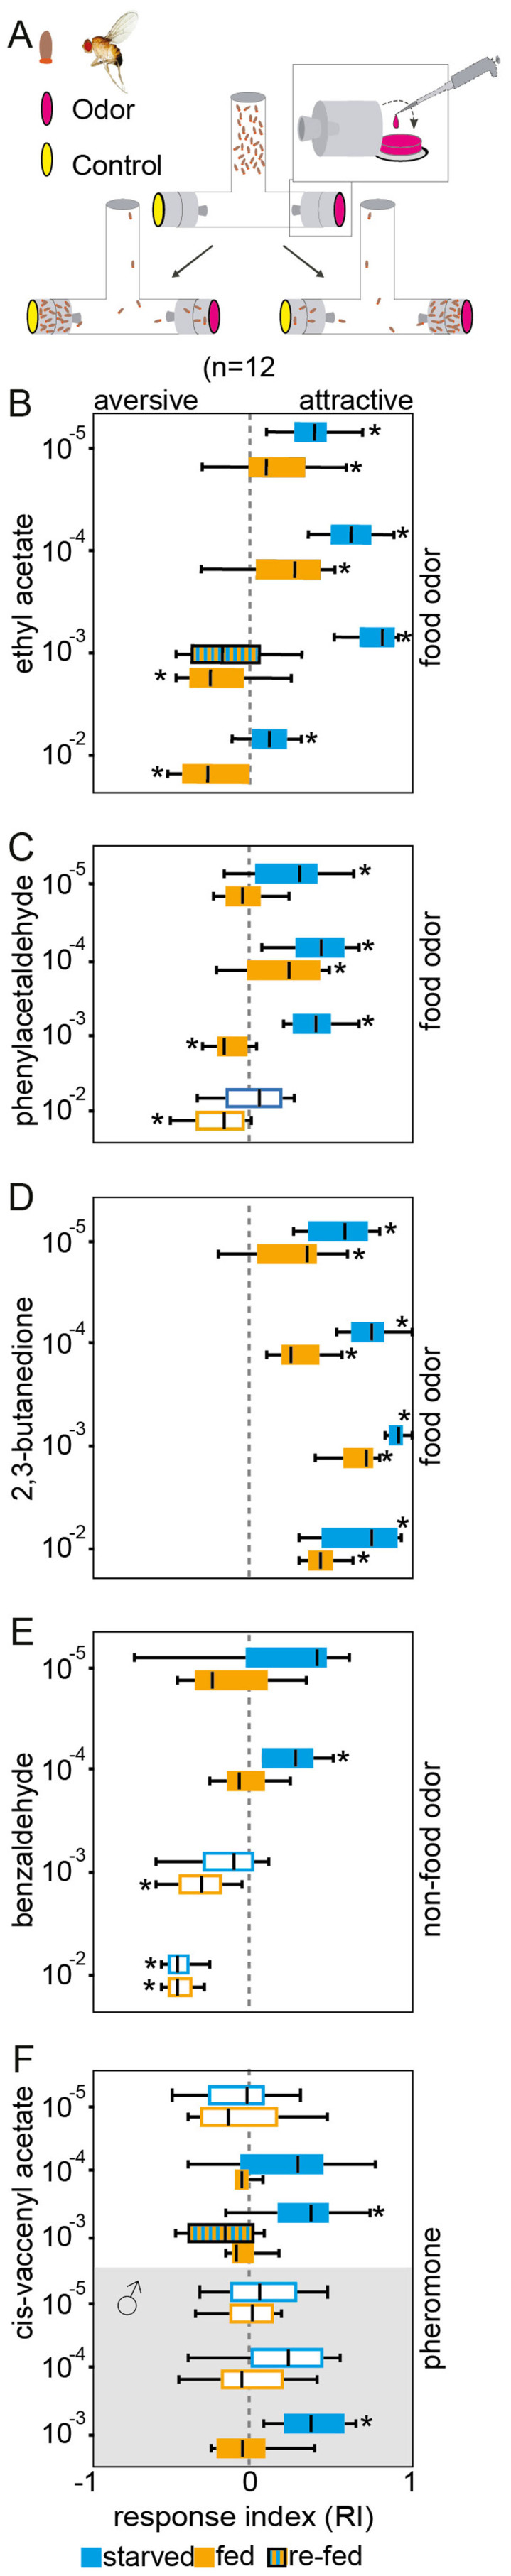
Behavioral responses of starved and fed flies. A. T-maze paradigm. 30 female flies were introduced into the center arm. Traps at the end of the T-arms were filled with an odor (red) or with solvent only (yellow). After 40 min flies in each trap and flies that did not enter any trap were counted and the response index calculated as RI = (#flies in odor trap – #flies in solvent trap)/#total flies. B–F. Fly choice in the T-maze tested with different concentrations of 5 odors. Grey shaded area in F, experiment performed with male flies. Box plots give the median (black bold line), 2^nd^ and 3^rd^ quartiles (box), and minima and maxima (whiskers) of twelve replicates. Filled boxes represent experiments with significant differences between starved and fed flies (Mann-Whitney-U test, p < 0.05); asterisks depict experiments where the RI values differed significantly from 0 (i.e. the odor was attractive or repellent).

**Figure 2:**
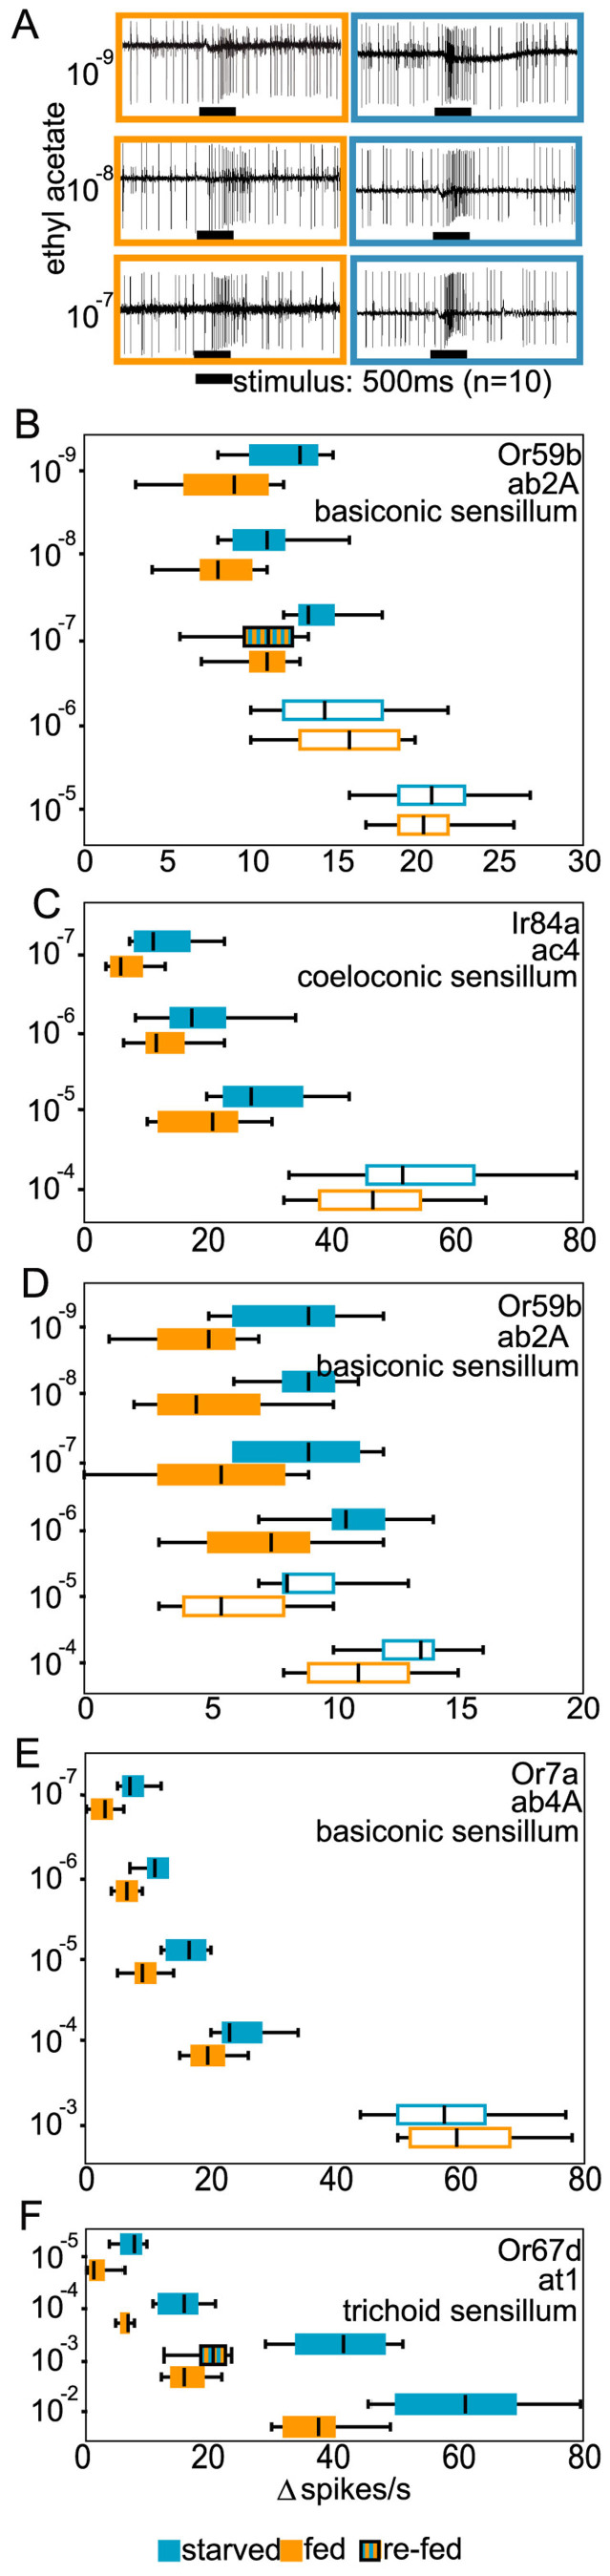
Physiological responses of starved and fed flies. A. Example spike traces from an ab2 sensillum stimulated with different concentrations of ethyl acetate. B–F. OSN changes in spike frequencies. (spike frequency during 1 s after stimulus onset) minus (spontaneous spike frequency during 1 s before stimulus onset) when stimulated with different concentrations of the same odors as in B–F. Single sensillum recordings from starved and fed flies. Box plots summarize the results recorded from each 10 sensilla. OSN and sensillum types are given in the top right corner of each plot. Orange: fed flies; blue: starved flies; striped: re-fed flies. In all cases re-fed flies were significantly different from starved flies but not from fed flies.

**Figure 3:**
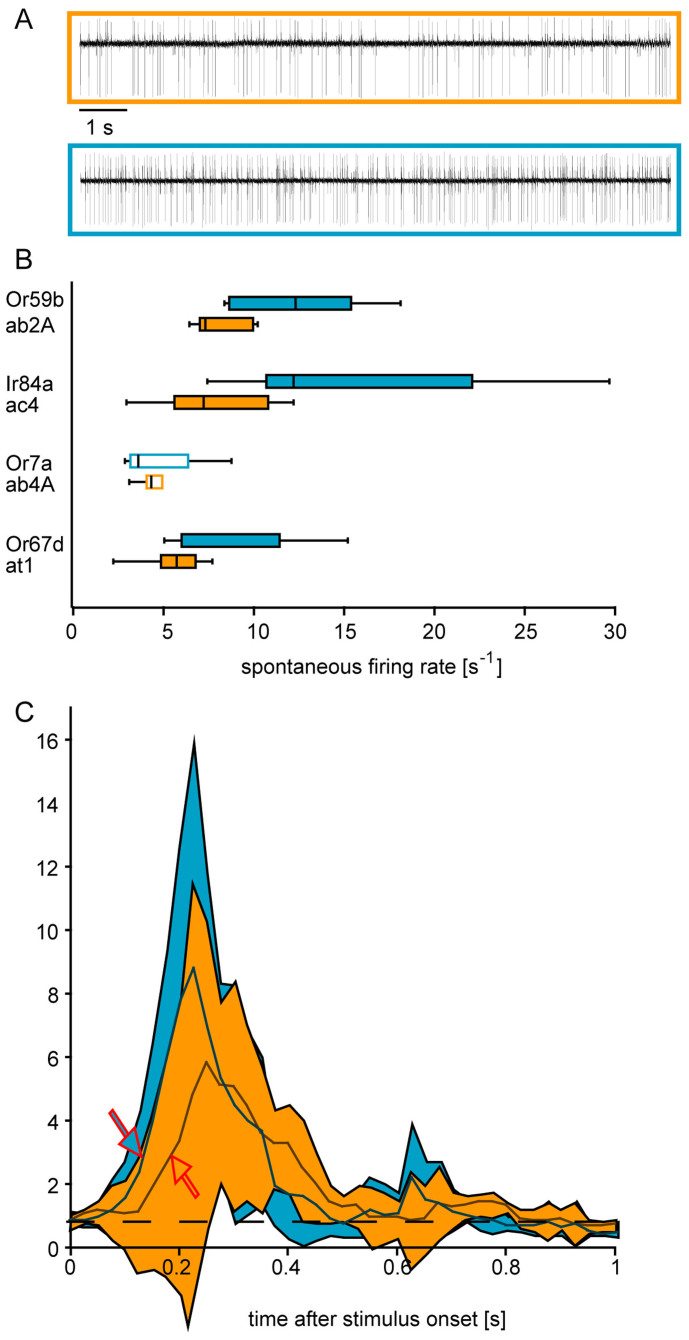
Spontaneous firing rate and response latencies of OSNs in starved and fed flies. A. Examples of spontaneous spike traces from OSNs housed in sensillum ab2. B. Starvation-induced changes in spike frequencies of different OSNs. C. Mean normalized response profile of OSNs in 10 ab2A sensilla to 500 ms pulses of ethyl acetate (diluted 10^−7^ in paraffin oil). Average firing rate before the stimulus was set as 1. Firing rates after the stimulus were normalized accordingly. Arrows indicate where the response becomes significantly higher than before the stimulus (Wilcoxon signed ranks test, N = 10, p < 0.05, Lines, average response; shaded areas, standard deviation). Orange: fed flies; blue: starved flies.

**Figure 4:**
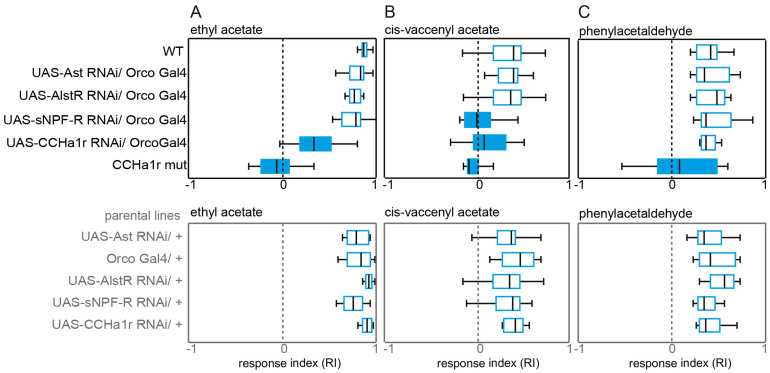
Impact of neuropeptides and their corresponding receptors on the starvation-induced modulation. A–C. Upper panels, behavioral responses of starved flies with silenced genes for neuropeptides or corresponding receptors to ethyl acetate (A), cis-vaccenyl acetate (B), and phenylacetaldehyde (C). Lower panels, olfactory behavioral responses of parental lines. For T-maze paradigm and explanation of box plot representation see Fig. 1. Filled boxes represent experiments with significant differences between mutant and wild type flies (one way ANOVA followed by tukey test, p < 0.05).

How the deposited data were processed for this re-analysis (not part of the article)

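Expression was measured in antennae and brains of starved and fed female flies with one-colour Agilent arrays, 4 arrays for each of the 4 groups. The condition, tissue and replicate number of each array were taken from the sample labels, and each extract was treated as 1 replicate. The replicate number is also the slide, and each slide held every group at a fixed position. The authors deposited the scanner output of each array, in which the signal intensity of every spot had been background subtracted and detrended by the Feature Extraction software but not scaled between arrays. The authors also deposited a table of log2 values, which equals the log2 of that signal minus the log2 of the array's 75th percentile over all spots, with a largest deviation of 0 from 1 constant per array. That table was used as an alternative.

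From the scanner output, control spots and spots marked as outliers were left out. The log2 of each signal was taken relative to the array's 75th percentile over the 43603 spots that are not controls, and the spots of 1 probe were averaged. The percentile and the log2 scale follow the methods of the paper. A probe was tested in a tissue when it was well above background on all 4 arrays of at least 1 group, a probe with several spots counting as well above background when at least 0.5 of its spots were. Starved and fed were compared within each tissue by limma 3.58.1 (lmFit and eBayes) in R 4.3.3 with data.table 1.17.8, two-sided, with Benjamini-Hochberg adjustment over the probes at 0.05. A gene was counted once if at least 1 of its probes was called, and a gene called in both directions was counted in neither. The difference between the tissues was tested as the interaction term of 1 limma fit over all 16 arrays, without pairing the tissues. Single values were compared with exact permutation tests, two-sided, whose smallest p for 4 arrays against 4 is 0.0286. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

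Probes were named through a table of gene names of Release 6 of the fly genome, which matched 20632 of 32162 probes, and 11530 kept the name in the files. No coordinates are given, because the table was used for names only. The text names every gene that the paper names, the genes that share those names, and in each tissue the 5 genes with the largest increase and the 5 with the largest decrease among called probes that were well above background on all 8 arrays and whose groups did not overlap. NPF, Pepck1 and the members of the lists that are named singly were chosen after their values were seen.

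Gene families were tested with camera (preset correlation 0.01) and fry of limma on gene averages. The families were Or, Ir, Obp, RpL and RpS, mRpL and mRpS, proteasome, antimicrobial and starvation genes. Lists of fat body, photoreceptor, antenna, muscle, gut and male genes were followed as possible sources of RNA. Lists of brain peptide genes, testis genes and genes that rise on starvation were added later. The share of brain RNA in an antennal array was taken from the brain peptide list, as each gene's antennal level in percent of its mean brain level, and was taken off every probe. In the limma fit over all probes a value that kept less than 10% of its signal was not used, because its log2 is unstable. The tests of AstA and NPF were made on the remaining percentages themselves, over all 8 arrays, and again without the arrays that kept less than 10%.

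The alternatives were the replicate number as a block, the t-test of the methods and its paired form by slide, a 2-fold threshold, no filter on dim probes, a filter for probes well above background on all 8 arrays, normexp background correction with an offset of 50, no background correction, quantile scaling, the 75th percentile over detected probes, centring on the median, 1 fit over all 16 arrays, array weights, probes in place of genes, averages over the probes of a gene, the deposited table of log2 values, and leaving out each array in turn. The t-test with a 2-fold threshold, the other probes of single genes, and 2 more settings for the gene families were added after the data were seen.

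The limma step was tested on simulated data with 200 changed probes. Among the 20587 probes of antennae it recovered 31 of 67 changes of 0.5 on the log2 scale, 54 of 67 changes of 1 and 63 of 66 changes of 2, and 5.1% of its calls were false. Among the 21838 probes of brain it recovered 17, 53 and 55, and 8.8% of its calls were false. For the interaction over 22784 probes it recovered 18, 47 and 56, and 4% of its calls were false. The number of arrays limits the precision, and signal over background limits which genes could be tested. The gene table of the paper's supplement and the silencing, behaviour and recording experiments were not analysed here.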

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

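The tests of AstA against the brain share, of steep brain probes, of fat body RNA, of the share of olfactory neurons and of scaling are tests that were chosen only after the result was seen. The comparisons, thresholds, named genes, gene families and first 6 source lists were set before the data were examined, and the lists of brain peptides, testis genes and genes that rise on starvation were not.

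Groups of 4 arrays were searched for 1 array far from the other three. The 224 groups come from the 48 tested probes of the genes that the paper names, their namesakes and NPF, the 20 genes with the largest changes, the means of 18 source lists and 16 families counted per tissue, and 5 measures of array quality, and members of the lists were not searched singly. Of them 13 (5.8%) held such an array, about as many as chance gives at 1 in 20 groups. The gap to the nearest array took the following shares of the group's range. For the brightest sNPF probe in antennae it was 0.909 on the arrays labelled fed (replicate 2, low). For the other probe of AstA-R1 in antennae it was 0.839 on those labelled fed (replicate 1, high). For the same sNPF probe in brain it was 0.929 on the arrays labelled starved (replicate 2, high) and 0.890 on those labelled fed (replicate 3, high). On the brain arrays labelled fed it was 0.935 for the other probe of sNPF-R (replicate 1, high), 0.902 for the dimmer probe of NPF (replicate 3, high), 0.966 for the mean of the Or genes (replicate 3, low) and 0.857 for that of the proteasome genes (replicate 4, high). In brain it was also 0.843 for TC213039 on the arrays labelled starved (replicate 2, high) and 0.842 for CG7227 on those labelled fed (replicate 2, high). For the mean of the brain peptide list it was 0.874 in antennae labelled starved (replicate 2, low) and 0.920 in brain labelled starved (replicate 4, low). For the mean of the male list in antennae labelled fed it was 0.863 (replicate 3, high). Leaving out single arrays moved TC213039 in brain between −5.89 and −4.94 and CG7227 in brain between 3.02 and 3.26, with both calls kept, and sNPF in antennae stayed uncalled. Without its array the Or list in brain stayed uncalled (−0.28), and the proteasome list in brain stayed called by camera and moved from 0.08 to 0.12. The other probe of AstA-R1 and the probes of sNPF, sNPF-R and NPF in brain were not refitted without their arrays. No biological explanation was tested for a single array.

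The change differed between the tissues for 612 genes by the interaction term of limma, in 333 of them with brain above antennae and in 279 below. Of 100 splits drawn, 3 gave as many, the real one included, so chance can be excluded at 0.05. The other 2 kept the real split in 1 tissue. The number fell to 354 without the fed antennal array of replicate 2 and rose to 1553 with array weights.

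AstA was the only peptide gene named by the paper whose difference between the tissues passed the adjustment (1.91, SE 0.37, adjusted p = 0.0117), with all 4 antennal arrays labelled starved below all 4 labelled fed and a brain change of 0.06. Its other probe rose in brain by 0.37 (adjusted p = 0.0235), with the groups apart (exact permutation p = 0.0286, two-sided). The difference of its other probe was similar in size but not called (1.81, adjusted p = 0.0962). Brain RNA in the antennal extracts as the whole cause cannot be told apart from a change in the antenna. With the median share of the brain peptide genes taken off, the AstA levels did not differ (exact permutation p = 0.114, two-sided), and with the lower quartile taken off they did (exact permutation p = 0.0286). By the other probe they did not differ in either case (exact permutation p = 0.543 and 0.0571). The first test includes an array of each label on which less than 10% of the level was left. Without both the groups did not overlap, but 3 arrays against 3 allow no p under 0.1 (exact permutation p = 0.1). Brain RNA as the whole cause would leave such small remainders, so leaving these arrays out decides nothing. A change of AstA in the antenna itself stays open.

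Or7a (−1.05, adjusted p = 0.0211) and Or22a (−1.34, adjusted p = 0.0403) differed between the tissues. Or7a changed by −0.98 in brain and 0.07 in antennae, and Or22a by −1.04 in brain (adjusted p = 0.0293) and 0.30 in antennae (adjusted p = 0.0188), so that the rise in antennae is part of the difference of Or22a. In brain the Or7a probe was well above background on 0 arrays labelled starved and 3 labelled fed, and the Or22a probe on 2 and 4. The Or7a change in brain, its difference between the tissues and its starved share therefore rest on a level not well above background. Their sizes are uncertain. The brain levels of Or7a and Or22a were at most 0.786% and 1.1% of the antennal ones. In percent of the antennal level, the brains labelled starved and fed held 0.314 and 0.626 of Or7a and 0.397 and 0.786 of Or22a (exact permutation p = 0.0286 for each, two-sided). Of the 7 genes of the antenna list, 4 also had a lower share in the brains labelled starved, Orco (0.583 and 0.634), lush (0.581 and 0.734), a10 (0.910 and 1.06) and Obp83b (1.77 and 1.94), each within its spread (exact permutation p from 0.143 to 0.686). The other three were higher, Obp28a (0.896 and 0.724) and Obp83a (3.41 and 2.80) within their spread and Obp19d (1.73 and 0.881) beyond it (exact permutation p = 0.0286). No further test of the source of these low levels was made. Obp99b rose more in brain (2.96) than in antennae (0.76), a difference of 2.2 (adjusted p = 0.0472), for which no cause was tested. The differences of CG9114 (−4.93, adjusted p = 0.00197) and TC213039 (−4.16, adjusted p = 0.00403) come from 2 of the steepest decreases in brain. Of the 47 brain probes that fell at least 16-fold, 40 ranked the arrays labelled fed in the same order, against 10.3% of the probes that were not called. The same order was the most common among probes at least 4-fold higher, in 17 of 57, and it is that of these arrays on the first principal component. A single abundant RNA that binds to probes of many genes therefore cannot be told apart from a change of these transcripts themselves.

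The paper does not report on gene families. In antennae the Or genes were higher in the arrays labelled starved, with a mean log2 change of 0.35 over 42 of 59 genes on the array (camera adjusted p = 5.16e-14, fry adjusted p = 7.59e-05). Of these, 38 rose, 30 were called higher and 2 lower, and adjusted over the list alone 33 and 2. The mean over the genes was higher in all 4 arrays labelled starved than in all 4 labelled fed (exact permutation p = 0.0286, two-sided). Scaling is argued against, since the lowest mean under 6 other background corrections and scalings was 0.33. A larger share of olfactory neurons of all kinds is argued against too, since the Or genes rose against the Ir genes within an array by 0.41 (exact permutation p = 0.0286). A larger share of the neurons that express Or genes was not tested apart, and the change of Orco, which most of them share, was within its spread (0.12, adjusted p = 0.246). Of 22 alternatives, 1 called Orco higher, among changes from 0.02 to 0.33 (lowest adjusted p = 0.0263). In 30 of 35 splits of the arrays as many families were called in antennae as in the real one, so chance cannot be excluded for that number. The array position, which is the same for all arrays of 1 group in all 4 groups, cannot be told apart from the feeding, so a response of the Or genes to feeding remains a hypothesis.

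The proteasome genes in antennae had a mean change of 0.21 (36 of 48 genes, 32 positive, 17 called higher and 1 lower, adjusted over the list alone 22 and 2, camera adjusted p = 3.67e-08, fry adjusted p = 0.0121), between 0.17 and 0.42 over the alternatives. The RpL and RpS genes in brain had a mean change of 0.20 (88 genes, 70 positive, 51 called higher, 4 lower and 11 in both directions, adjusted over the list alone 53 and 5, camera adjusted p = 1.39e-11, fry adjusted p = 0.0152), between 0.11 and 0.41 over the alternatives. In brain 11 of 35 splits gave as many called families, so chance cannot be excluded for that number either. Causes of these family shifts other than scaling were not tested.

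The fat body genes in brain had a mean change of 2.00, with all 5 of the tested genes higher, also adjusted over the list alone, and all 4 arrays labelled starved above all 4 labelled fed (exact permutation p = 0.0286, two-sided). The most abundant were Yp3 (5.57 labelled starved against 4.32 labelled fed), Yp1 (5.16 against 3.14), apolpp (4.80 against 3.13) and Yp2 (4.40 against 1.90). Within groups the genes moved together from array to array, with a median correlation of 0.858. Both a varying amount of fat body on the brains and a coordinated response would give this, so they cannot be told apart. In antennae the list mean changed by 0.06, and 1 of 4 tested genes was called higher, apolpp, with 2.15 times the level.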

How the results depend on the processing

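The t-test combined with a 2-fold threshold, the tests of other probes of sNPF, AstA and CCHa1, and the 2 added settings for the gene families are tests that were chosen only after the result was seen. Where no other cause is given below, the cause was not tested.

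The numbers of called genes moved most. For genes higher in starved antennae (1810), 19 of 25 alternatives stayed within 1.5 times. The others were the paired t-test (504), no filter on dim probes (1186), the median (5528), the 2-fold threshold (41) and the t-test with that threshold (35), and the fits without 1 array ranged from 1075, without the starved array of replicate 2, to 1733. For genes lower in starved antennae (3182), 18 of 25 stayed within 1.5 times. The paired t-test gave 708, normexp 1467, no background correction 1837, quantile scaling 1761, the median 1451, the 2-fold threshold 543 and the t-test with it 352, and without 1 array 2376 to 3070 genes were called. For genes higher in starved brain (1991), 21 of 25 stayed within 1.5 times. The paired t-test gave 333, the 2-fold threshold 315 and the t-test with it 284, and without 1 array the number ranged from 1312, without the starved array of replicate 1, to 2315. For genes lower in starved brain (4065), 20 of 25 did. The paired t-test gave 651, quantile scaling 2658, the median 2262, the 2-fold threshold 1242 and the t-test with it 945, and without 1 array 2828 to 4913 genes were called. A 2-fold threshold removes calls by construction, and a fit without 1 array rests on fewer arrays.

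Scaling also moved the balance of the calls. The share called higher was 36.3% in antennae and 32.9% in brain. In antennae it was 47.8% with normexp, 44.7% without background correction, 59.9% with quantile scaling and 79.2% with the median. In brain it was 45.0% with quantile scaling and 55.8% with the median. The median shifts all probes alike, and the median change of all tested probes went with it from −0.04 to 0.17 in antennae and from −0.09 to 0.12 in brain. With the 75th percentile over detected probes it was −0.13 in brain.

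Of the named results, AstA and CCHa1 kept their direction under every alternative. For Ast in antennae, 21 of 23 alternatives also kept the call, with adjusted p from 0.000314 to 0.0910. The exceptions were the paired t-test (−1.85, adjusted p = 0.0910) and the other probe (−1.45, adjusted p = 0.0564), and without 1 array the change ranged from −2.09 to −1.66. For CCHa1 in brain, 20 of 24 kept the call, with adjusted p from 0.000151 to 0.201. The paired t-test gave −1.64 (adjusted p = 0.0750) and the third probe −0.13 (adjusted p = 0.201), and without 1 array the change ranged from −1.88 to −0.25, with the call lost without the fed array of replicate 1 (adjusted p = 0.0702) or 3 (adjusted p = 0.0795), where another probe became the brightest. The same happened without the fed array of replicate 2 (−0.33, adjusted p = 0.0225), with normexp (−0.25) and without background correction (−0.26), and the call held. For sNPF in antennae, 21 of 23 alternatives left a decrease without a call, with adjusted p over all of them from 0.0452 to 0.758. The median gave 0.15 (adjusted p = 0.203) and the other probe a called −0.51 (adjusted p = 0.0452), and without 1 array the change ranged from −0.11 to −0.04. For sNPF-R in antennae no alternative gave a call (adjusted p 0.196 to 0.993). Its direction turned with the median (0.18) and without the fed array of replicate 4, and without 1 array it ranged from −0.091 to 0.013. AlstR in antennae was not called by its brightest probe or the mean of its probes (adjusted p 0.0699 to 0.995), while its other probe was called (−0.50, adjusted p = 0.0329). The change was −0.24 as the mean over its probes and turned negative without the starved array of replicate 3 or the fed array of replicate 3 or 4, with a range without 1 array from −0.039 to 0.084. CCHa1-R in antennae, which did not pass the filter on dim probes, moved to 0.55 with quantile scaling and ranged from −0.20 to 0.20 without 1 array.

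The number of genes in which the difference of the starvation effect between brain and antennae was called (612) rose to 1553 with array weights. Without 1 array it ranged from 354, without the fed antennal array of replicate 2, to 848, and it also fell by more than 1.5 times without the starved antennal array of replicate 1 (392) or 2 (405) or the starved brain array of replicate 3 (400). The other alternatives gave 526 to 806. Of the 16 tests of the gene family shift, 7 were called, with 3 under quantile scaling and 6 to 8 without 1 array, and 6 with fry in place of camera. The antimicrobial genes in antennae, not called otherwise, were called without the starved array of replicate 2 (1.63, adjusted p = 0.000654) and without the fed array of replicate 2 (1.35, adjusted p = 0.0295), among adjusted p from 0.000654 to 0.555 for the antimicrobial list in antennae. The antimicrobial list in brain was called without the starved array of replicate 3 (0.70) or 4 (0.67) or the fed array of replicate 2 (0.80), among adjusted p from 0.0144 to 0.475.

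Directions of small changes that were not called also turned. The Ir list in antennae (−0.06) became 0.047 with normexp, 0.078 with quantile scaling, 0.15 with the median and 0.027 without background correction. The RpL and RpS list in antennae (−0.01) became 0.035, 0.20 and 0.032 with normexp, the median and no background correction, and ranged from −0.033 to 0.017 without 1 array. The Obp list in antennae became 0.021 with the median, the mRpL and mRpS list in antennae ranged from −0.012 to 0.042 without 1 array, and the Or list in brain became 0.19 with quantile scaling. The mRpL and mRpS list in antennae gained a call in 2 of 16 alternatives (lowest adjusted p = 0.0264). A fit without 1 array was among them (adjusted p = 0.0284). Among single genes, Ir84a in antennae ranged from −0.014 to 0.16 without 1 array, and Or42b in antennae became 0.10 with the median. The calls of Or59b and Or47a held in 1 and 4 of 8 fits without 1 array.

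Arrays of 1 replicate number share a slide, but they did not deviate together. The correlations of their deviations were 0.11, −0.11, 0.06 and −0.08 in antennae and −0.31, −0.15, 0.32 and 0.03 in brain, so that the numbers do not pair the samples. With the replicate number as a block (replicate block), 1637 genes were higher and 2896 lower in antennae, 1545 and 3439 in brain, 561 genes were called for the difference of the starvation effect between brain and antennae and 8 tests for the gene family shift. The calls for Ast in antennae (adjusted p = 0.0187) and CCHa1 in brain (adjusted p = 0.0121) held, those for betaTry in antennae, CG30031 in antennae and Jon65Aiii in antennae did not (adjusted p = 0.0505, 0.0673 and 0.0716), and the antimicrobial list in brain gained one (adjusted p = 0.0497). In simulated data the paired t-test recovered 30.3% of changes of 2 on the log2 scale in antennae and 6.1% in brain, against 95.5% and 83.3% for limma. Those data held only 200 changed probes and no slide effect. These shares are therefore not its power in the real data, and the cause of its lower counts stays open.

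Signal over background limits which genes can be compared. CCHa1-R, AstC, Mip and AstA-R2 were not well above background on all 4 arrays of either group in antennae, and without the filter on dim probes CCHa1-R in antennae had an adjusted p of 0.999.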

Differences from the paper's values

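The t-test of the paper's methods combined with a 2-fold threshold is a test that was chosen only after the result was seen. The comparisons with the other probe of sNPF and with NPF were chosen after it too. All other settings named here were set before the data were examined. Values are given as the arrays are labelled, and with fed and starved exchanged where so stated.

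For genes increased in antennae, the paper's number is 209 and the value here is 1810, or 3182 in the other direction. Under no alternative set before the data were examined did the value come within 1.5 times of the paper's, in either direction. The nearest were 504 with the paired t-test as labelled and 543 with the 2-fold threshold in the other direction. For genes decreased in antennae, the paper's number is 47 and the value here is 3182, or 1810 in the other direction. As labelled, none of the alternatives set before the data were examined came within 1.5 times of it. In the other direction only the 2-fold threshold did, with 41 genes.

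For genes increased in brain, the paper's number is 999 and the value here is 1991, or 4065 in the other direction. As labelled, the alternatives set before the data were examined that came within 1.5 times of it were no filter on dim probes (1491) and the fits without the starved arrays of replicate 1 (1312) or 3 (1333) or without the fed arrays of replicate 1 (1384), 2 (1463) or 3 (1432). The others did not. In the other direction the 2-fold threshold did, with 1242. For genes decreased in brain, the paper's number is 372 and the value here is 4065, or 1991 in the other direction. None of the alternatives set before the data were examined came within 1.5 times of it as labelled. In the other direction the 2-fold threshold (315) and the paired t-test (333) did. The t-test of the methods with the 2-fold threshold, chosen after seeing the values, gave in the other direction 945 genes against the paper's 999, 284 against the paper's 372, 35 against the paper's 47 and 352 against the paper's 209, of which the last lies outside 1.5 times.

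For sNPF in antennae, the paper's ratio of starved to fed is 2.3 and the ratio here is 0.959, or 1.04 in the other direction. No alternative set before the data were examined reached the paper's ratio in either direction, and its other probe, chosen after seeing the values, gave 1.42 in the other direction. The gene NPF, of similar name and also chosen after seeing the values, had a ratio of 2.32 in the other direction by its brightest probe and of 2.13 by the other.

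For AstA in antennae, the paper's ratio is 3.6 and the ratio here is 0.277, or 3.61 in the other direction. As labelled, none of the alternatives set before the data were examined came within 1.5 times of the paper's ratio. In the other direction all of them did, from 2.44 without background correction to 4.24 without the fed array of replicate 4, except normexp (2.12). For CCHa1 in brain, the paper's ratio is 2.5 and the ratio here is 0.322, or 3.11 in the other direction. As labelled, none of the alternatives set before the data were examined came within 1.5 times of it. In the other direction they did, from 2.70 with the median to 3.69 without the fed array of replicate 4, except normexp (1.19), no background correction (1.20), the fits without the fed array of replicate 1 (1.21), 2 (1.25) or 3 (1.19), and the mean over the probes (1.6). The paper reports more genes raised than lowered by starvation in both tissues. Here 36.3% of the called genes in antennae and 32.9% in brain were higher in the arrays labelled starved, and with the arrays centred on their medians 79.2% and 55.8% were.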

Other observations

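The tests of scaling, of ratios read the other way, of changes of at least 2-fold, of AstA and of the lower genes against brain RNA, of binding to other probes, of CCHa1 probes, of gut RNA and of array position are tests that were chosen only after the result was seen. The lists behind the tests of exchanged labels, of brain RNA in the antennal extracts and of testis RNA were also chosen after the first results were seen, though before the values of their members, and only the tests of other splits were planned.

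AstA in antennae and CCHa1 in brain, which the paper reports as higher after starvation, were lower in the arrays labelled starved. A list of 7 genes commonly raised by food deprivation, all of which also belong to the starvation family, went the same way. Of their calls, 11 were lower in the arrays labelled starved, 5 in antennae and 6 in brain, and 0 were higher (without adjustment 1 in antennae and 0 in brain, and 0 by the t-test of the methods in either). The list mean was −0.66 in antennae and −1.06 in brain (exact permutation p = 0.0286 in both, two-sided), and adjusted over the list alone 1 gene was higher and 5 lower in antennae, and 0 and 6 in brain. By the brightest probe alone Thor, Pepck1 and foxo were lower in antennae, and Thor, ImpL2, Pepck1, bmm and foxo in brain, while the calls of InR in both tissues and of bmm in antennae rest on other probes. With the arrays centred on their medians 3 of the 7 were lower and 1, ImpL2, higher in antennae, and 4 lower in brain. Scaling is argued against for AstA, whose highest change under 6 other background corrections and scalings was −1.08. The list leaves out members of the starvation family that were called higher, sug (1.65, adjusted p = 0.00213 in antennae, and 2.94, adjusted p = 0.000824 in brain) and AkhR in brain (1.52, adjusted p = 0.00254), both named after their values were seen, and sug had been seen before the list was made. Exchanged labels of the fed and starved arrays may explain the pattern, as a hypothesis that no other record was used to test. Because of the genes left out, the 0 calls that were higher do not exclude ratios read the other way with right labels, which cannot be told apart from it. The starvation family was listed without a direction for its members, so the rise of sug and AkhR decides nothing between the 2. A response of flies kept on sucrose alone in the group labelled fed stays open and was not tested, and no array was relabelled.

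More genes were called lower than higher in both tissues. With the arrays centred on their medians 79.2% of the calls in antennae and 55.8% in brain were higher. That centring adds 1 constant to every change, which moved the median change of all tested probes from −0.04 to 0.17 in antennae and from −0.09 to 0.12 in brain, so the turn follows from its construction and decides nothing. The median signal before scaling was lower on the antennal arrays labelled starved (72.2 against 97.7, exact permutation p = 0.0286, two-sided). Among changes of at least 2-fold, at the 75th percentile, 41 genes were higher and 543 lower in antennae, and 315 and 1242 in brain. For these, scaling is argued against in antennae, where at most 32% of the calls were higher under 6 other background corrections and scalings, and at most 39.1% with 1 array left out as well. In brain the highest share was 43.3%, with quantile scaling, and 50.2% without the fed array of replicate 1 as well, so that scaling cannot be told apart from a true excess of lower genes there, nor in either tissue for smaller changes. The number of called probes itself was reached by 1 of 35 splits in each tissue, the real one, so chance can be excluded for it. At most 1 probe was called in any other split.

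Of 3226 probes called in both tissues, 787 were higher in both, 2399 lower in both, and 98.8% went the same way. The changes correlated across 19641 probes with r = 0.547 and rho = 0.677, and probes are not independent replicates. Each of the 4 groups lay at 1 position on every slide, so that array position and group cannot be told apart, and a shared response to feeding stays open as well.

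Peptide genes of the brain were lower in the antennae labelled starved. Of 16 listed genes, 14 had a lower mean and 11 were at their highest on the fed array of replicate 1 or 2. Of the 6 that could be tested, 2 were called lower (adjusted over the list alone 1 higher and 2 lower), with a list mean of −0.55 (exact permutation p = 0.0286, two-sided). In brain all 16 were tested, with a mean of 0.17 and 5 called higher (exact permutation p = 0.0857). In percent of the brain level, the median gene lay at 0.433, 0.370, 1.05 and 0.390 on the antennal arrays labelled starved and at 3.38, 2.14, 1.08 and 0.532 on those labelled fed (exact permutation p = 0.0571). Dsk, among the most abundant in brain (3.98 labelled starved, 3.89 labelled fed), was at −3.55 ± 0.43 and −2.17 ± 1.39 in antennae (mean ± SD of 4 arrays each). At least 3 of the 16, Dh31, Proc and CCAP, chosen after their values were seen, lay at higher shares, from 4.78 to 23.0%. Brain RNA at the share of the median gene does not reach these levels. Whether the antenna itself or other tissue in the extracts was their source was not tested. Brain RNA in some antennal extracts, above all in those labelled fed, may explain these values. As the whole cause of the lower genes it is argued against, since 87.9% of them kept the call with the median share taken off and 92.6% with the lower quartile. For AstA it cannot be told apart from a change in the antenna (exact permutation p = 0.114 and 0.0286 with the median and the lower quartile taken off, and 0.543 and 0.0571 by its other probe). With the median taken off, less than 10% of the AstA level was left on the starved array of replicate 3 (below 0) and the fed array of replicate 1. Brain RNA as the whole cause would leave so little, so a test without these arrays decides nothing. Without both the groups did not overlap, at 0.0718 to 0.241% against 0.758 to 0.871% of the brain level, but 3 arrays against 3 allow no p under 0.1 (exact permutation p = 0.1), and by the other probe the groups overlapped without the 3 arrays concerned (exact permutation p = 0.4). NPF, chosen after its values were seen, was lower by both probes (−1.22, adjusted p = 0.00597, and −1.09, adjusted p = 0.0204), on all 4 arrays labelled starved, and gave p = 0.486 and 0.0286 in the same exact permutation tests, and 0.7 in place of the first without those arrays.

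Digestive enzyme genes were the largest decreases in antennae. The mean of the 6 genes of the gut list changed by −4.96 (exact permutation p = 0.0286, two-sided), with 4 called lower, and 6 adjusted over the list alone, but 0 by the t-test of the methods after adjustment. It was 2.18, 3.61, −2.30 and −3.64 on the arrays labelled fed and −4.86, −5.31, −5.81 and −4.0 on those labelled starved. This range of 7.26 within the fed group goes with gut RNA in single extracts. On the fed array of replicate 2, alphaTry, the highest of the list by its mean over all antennal arrays, reached 5.21 and betaTry 5.42. In brain the list changed by 1.12 with 0 calls by limma, 0 without adjustment and 0 by the t-test (exact permutation p = 0.429), with alphaTry at 5.08 and 3.07 and betaTry at 4.39 and 2.61 on the arrays labelled starved and fed. A lower expression of these genes in the antenna itself stays open.

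In brain 284 probes were at least 4-fold lower in the arrays labelled starved. Of 69 other probes of the same genes, 8 fell by 0.5 or more of that on the log2 scale, with a median change of −0.13, and of 47 probes at least 16-fold lower 40 shared 1 order of the arrays labelled fed. The same order was the most common among probes at least 4-fold higher (17 of 57), while the 284 most often showed another (106), and it is the order of these arrays on the first principal component (−66.2, −62.8, −44.2 and −22.0 for replicates 2, 1, 3 and 4). Among probes at least 4-fold higher, 4 of 8 other probes rose by as large a share. A single abundant RNA binding to probes of other genes cannot be told apart from transcripts that only 1 probe of a gene detects, since the order may come from the arrays as a whole. Testis RNA in the brain extracts stays open too. The testis list had a median change in brain of −0.37 (mean −0.56, 16 of 28 genes tested, 14 negative, 3 lower, adjusted over the list alone 1). Its members moved unequally, with −2.54 for can (adjusted p = 0.0253), −2.22 for dj (adjusted p = 0.0386, other probe −0.33), −0.40 for Mst87F and −0.05 for betaTub85D, all 4 chosen after their values were seen. In antennae the mean was −0.35 (17 tested, 2 lower).

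The brightest CCHa1 probe in brain fell against the other 2 probes of the gene by −1.44 within arrays, which argues against a change of all transcripts of the gene alike. The other 2 changed by −0.20 on average. An abundant RNA binding to the brightest probe cannot be told apart from a change of 1 transcript form, since the sequence of the probe was not used here. That probe ranked the arrays labelled fed in the order shared by 40 of the 47 steepest decreases, which is also that of the arrays as a whole and decides nothing alone. In antennae the 3 probes of CCHa1 changed by −0.60, −0.82 and −0.63, all called (adjusted p from 0.00126 to 0.00877).

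Of the receptor genes that the paper names, with values by the brightest probe in antennae, Or67d (0.41, adjusted p = 0.00887), Or22a (0.30, adjusted p = 0.0188), Or47a (0.30, adjusted p = 0.0244) and Or59b (0.30, adjusted p = 0.0368) were called higher. Or7a (0.07, adjusted p = 0.601), Or43b (0.13, adjusted p = 0.320), Or42b (−0.11, adjusted p = 0.449, turning with the median), Ir84a (0.07, adjusted p = 0.724) and Orco (0.12, adjusted p = 0.246) were not. Of 22 alternatives for each gene, 1 called Or43b (lowest adjusted p = 0.0294) and 1 called Orco (lowest adjusted p = 0.0263). In brain AstC was not called (0.14, adjusted p = 0.325). Mip was not called by its brightest probe (0.19, adjusted p = 0.202) but was by its other (0.38, adjusted p = 0.0287), with the groups apart (exact permutation p = 0.0286, two-sided). AstA-R1 (AlstR) changed by −0.01 by its brightest probe (adjusted p = 0.919) and was called lower by its other (−0.79, adjusted p = 0.00142), with the groups apart (exact permutation p = 0.0286). AstA-R2 was called (−0.46, adjusted p = 0.0396), with overlapping groups (exact permutation p = 0.0571). Neither sNPF (0.07, adjusted p = 0.480, other probe −0.40, adjusted p = 0.0641) nor sNPF-R (−0.04, adjusted p = 0.706, other probe 0.03, adjusted p = 0.854) was called in brain. CCHa2 in antennae was not called (0.07, adjusted p = 0.707).

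The remaining families are given by their mean changes with the calls among their genes. In antennae the Ir genes changed by −0.06 (6 higher, 4 lower, adjusted over the list alone 5 and 4, turning with normexp, quantile scaling, the median and no background correction), the Obp genes by −0.19 (3 and 6, list alone 2 and 4, turning with the median), the RpL and RpS genes by −0.01 (13 and 18, list alone 3 and 10, turning with 3 settings, and with a median of 0.02), the mRpL and mRpS genes by 0.02 (7 and 4, list alone 5 and 3), the antimicrobial genes by 1.02 (0 by limma and by the t-test of the methods, 1 higher and 1 lower without adjustment) and the starvation genes by −0.57 (1 and 5, list alone 3 and 6). Camera called none of them (adjusted p from 0.102 to 0.688), and it pointed upward for the Ir, Obp, RpL and RpS genes, against their means. Fry called the starvation genes lower (adjusted p = 0.0121). In brain the Ir genes changed by −1.04 (0 and 8, list alone 0 and 8), the Obp genes by 0.17 (11 and 3), the mRpL and mRpS genes by 0.06 (9 and 6, list alone 2 and 0), the proteasome genes by 0.08 (10 and 1, list alone 7 and 1), the Or genes by −0.23 (1 and 1, list alone 0 and 0, turning with quantile scaling), the antimicrobial genes by 0.44 (1 and 0) and the starvation genes by −0.29 (2 and 6). Camera called the Ir (adjusted p = 0.00157), proteasome (adjusted p = 0.00157), mRpL and mRpS (adjusted p = 0.00148) and Obp genes (adjusted p = 0.0295). Of these, only the Ir genes were also called by fry (adjusted p = 0.000925), and fry alone called the starvation genes (adjusted p = 0.0152). Of 16 alternatives, fry included, the Obp list lost its call in 5 and kept it in 6 of 8 fits without 1 array. The mRpL and mRpS list lost it in 2, the proteasome list in 2 and the Ir list in 1 (highest adjusted p = 0.0823).

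Of the other source lists, the photoreceptor genes changed by −0.25 in antennae and −0.10 in brain (2 of 15 lower in each, adjusted over the list alone 1 and 2). Their mean level, labelled starved and fed, was 0.87 and 1.12 in antennae and 1.86 and 1.96 in brain. RNA of other head tissue in the antennal extracts was therefore not ruled out. The antenna list, of which 4 of 7 genes are also Obp genes, changed by 0.08 in antennae (0 called by limma and by the t-test of the methods, 1 higher without adjustment) and 0.06 in brain (1 higher, with a median of −0.13). The muscle genes changed by −0.60 in antennae (1 of 8 lower) and −0.03 in brain (3 higher and 1 lower, with a median of 0.06), and the 2 male genes by 0.11 (1 called in both directions) and −0.37 (1 lower). By their brightest probes the male genes roX1 and roX2 were well above background on all 4 arrays of each label in both tissues. In antennae labelled starved and fed, roX1 was at 3.00 and 3.27 and roX2 at −0.18 and −0.41. In brain, in the same order, roX1 was at 3.29 and 3.45 and roX2 at −0.14 and 0.21. RNA of male flies in the extracts was therefore not ruled out. No explanation was tested for these lists.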
